A study of Mus musculus with 9 samples. Its data were reported in "Dual targeted extracellular vesicles regulate oncogenic genes in advanced pancreatic cancer" (2023).

How the data were processed

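Extracellular vesicles (EVs), small membrane particles that cells release with RNA and protein inside, were collected from mouse embryonic fibroblasts (MEFs), a primary connective tissue cell. Gene expression arrays were run on total RNA of EVs from PBS-treated MEFs (5 arrays) and from control MEFs (4 arrays). PBS is phosphate-buffered saline. The labels do not say whether the PBS-treated cells also received the electric pulses of the study's transfection method, so the groups are named here as labelled. Nothing in the labels says that the replicates came from separate cultures, and p-values therefore measure the spread between these samples, which may be technical.

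Per the labels, RNA was purified with a miRNeasy kit, reverse transcribed, and transcribed into cyanine 3 labelled cRNA. Each sample was hybridised to 1 array of a 1-colour Agilent 8x60K mouse design with 62976 spots. The authors scanned the arrays and quantified them with Agilent Feature Extraction 10.7.3.1, per the file headers, and then used an in-house pipeline whose normalization is not given in the sources used here. The deposited scanner files give, for each spot, the background-corrected intensity on a linear scale, the mean and local background intensity, and marks for spots that are well above background, saturated or non-uniform. A deposited value table holds log2 values of the same arrays. Each of its columns ranked the probes as that array's mean signal did (Spearman 1.0) and ran between the same lowest and highest values, with a median of 5.97 on each array. The scale of that table is therefore taken as log2 of quantile-normalized signal with no background subtracted, and it served only as an alternative. Its centring was not stated.

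The 9 arrays lay on 2 slides, each scanned once. Slide 1 held PBS-treated replicates 1 to 3 and control replicates 1 and 2, and slide 2 held PBS-treated replicates 4 and 5 and control replicates 3 and 4. Both slides held both groups, so slide was treated as a batch, as a fixed block and by fitting each slide alone.

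Control spots and non-uniform spots were left out (3 to 29 non-uniform spots per array), spots of the same probe were averaged, and 55681 probes remained. No spot was saturated. Since the median share of probes well above background was 29.6%, each array's 75th percentile was taken over the 8422 probes well above background on all 9 arrays and subtracted from log2 of the processed signal. Probes entered the test if well above background on at least 4 arrays. This left 17765 probes, and each gene took its probe with the highest mean, which gave 14319 genes. Probe names come from the array design. Accessions of 26413 probes matched a RefSeq gene table, which renamed 3093 of them, and 21631 probes are named only by an accession or interval. Coordinates are those of the 60-base probes on mm9, the build the array annotation uses. Exon and UTR annotation of that build was not used here.

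Groups were compared with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with Benjamini-Hochberg adjusted p under 0.05 as the threshold and a stricter count at 2-fold. Gene lists were tested with limma's camera at a preset correlation of 0.01, and also with an estimated correlation and with fry, for lists with at least 5 members tested. Values per array, such as the number of probes well above background, were compared with two-sided exact permutation tests over the 126 splits. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

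Where a probe was not well above background on any array of a group, the fold is a bound. The bright group's mean was set against the dim group's mean of, per array, the higher of the probe's own signal and the lowest signal among probes well above background. Such folds are written as "at least". The number of arrays limits the precision of each value.

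The 27 gene lists, the rule for named genes and the alternatives were fixed before the data were examined. Named genes were the 10 largest rises and 10 largest falls by fitted difference among called genes with an ordinary symbol whose groups did not overlap, up to 3 members of smallest p from each list with a call, and Trp53, Fcgr1, Cd63, Cd9, Cd81, Actb and Gapdh. Other genes named were chosen after their values were seen, and the text says so. Some genes that the rule names are not reported here. Results were recomputed with other scalings, background correction with normexp (offset 50), the value table, other filters on dim probes, other ways to choose a gene's probe, array weights, a robust trend, the slide, a replicate block, the methods' t-test, and without each array in turn. Where scalings are named or counted together, the value table and the alternatives with normexp are included. Normexp with the percentile of detected probes keeps the main scaling and changes only the background correction. Scaling to 7 spike-in probes, RNAs of known sequence added before labelling, and leaving out control replicates 3 and 4 together were added after seeing the data.

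The procedure was tested on simulated data made for this comparison with 14300 genes. It recovered 2.41% of genes planted at a log2 change of 0.5, 28.7% at 1 and 61.3% at 2, and 6.73% of calls were not planted. Each run planted 200 genes, whereas 52.2% of genes tested changed in the data. The Benjamini-Hochberg cutoff depends on that share, so these rates do not give the sensitivity of the real comparison. The shared replicate numbers were not treated as pairs. Cells, other vesicle samples and small RNA were not analysed here.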

Results

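EV RNA of MEFs was measured on 9 arrays, 5 from PBS-treated and 4 from control cells, and the comparison asks how the RNA cargo of the EVs differed between them. The signal is the brightness of each probe, given as log2 relative to the array's 75th percentile over probes detected everywhere. Between 12584 and 19233 of the 55681 probes were well above background per array. The mean was 17969 ± 1199 probes (SD, n = 5) in PBS-treated and 14016 ± 1607 (SD, n = 4) in control EVs, a difference of 3953 (exact permutation test, two-sided, p = 0.00794). Within slide 1 the difference was 2447 probes (exact permutation p = 0.2) and within slide 2 it was 5519 (exact permutation p = 0.333), and neither slide alone has enough arrays to reach 0.05. Control replicates 3 and 4 had 12673 and 12584 such probes, against 15554 and 15252 for control replicates 1 and 2. Control arrays correlated across the slides at r = 0.81 to 0.84. Control replicates 1 and 2 correlated more closely, at 0.86 to 0.88, with PBS-treated replicates 1 to 3 of their own slide.

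The highest ranked rises in EVs from PBS-treated MEFs were of single genes, among them chemokines and proteins of the acute phase. Saa3, an acute-phase serum amyloid protein, was 2717-fold higher, with a log2 difference of 11.41 ± 0.19 (SE, adjusted p = 3.01e-08, n = 5 and 4). Lcn2, which binds bacterial iron carriers, was at least 729-fold higher, and Cxcl5 and Mmp3, a neutrophil chemokine and a matrix metalloproteinase, were at least 350-fold and at least 158-fold higher. The probes of these 3 genes were not well above background on any control array. The haptoglobin gene Hp rose by 7.78 ± 0.35 (log2, SE) and the chemokine gene Ccl2 by 6.27 ± 0.13.

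The other rises that the rule for named genes took were Cxcl1 (7.29 log2), Ccl7 (at least 63.6-fold), Cebpd, a transcription factor of the acute-phase response (6.24 log2), and Ereg, an epidermal growth factor family ligand (at least 20.7-fold). The rule ranks by fitted difference, so the rank of a gene given by a bound is not settled. Saa3 and Ccl2 were well above background on 2 of the 4 control arrays and Cxcl1 on 3. The 60-base probes lie on mm9 at chromosome 7, 53970389 to 53970448 for Saa3 (RefSeq NM_011315), chromosome 2, 32240199 to 32240258 for Lcn2 (NM_008491), and chromosome 5, 91190490 to 91190549 for Cxcl5 (NM_009141).

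The highest ranked falls were of single genes with varied functions. Trp53i11, named for its induction by p53, was at least 130-fold lower and was not well above background on any PBS-treated array. Bmf, a pro-apoptotic BH3-only protein, fell by 6.82 ± 0.27 (log2, SE, adjusted p = 1.24e-06), and Ptgds, a prostaglandin D synthase, fell by 5.51 ± 0.23. Eif4ebp2, a repressor of translation initiation, fell by 5.23 ± 0.21. Lgr6, a receptor for R-spondins, was at least 13.7-fold lower, a bound lifted by the 2 control arrays of slide 2, at -0.84 and -1.35 (log2) against -4.62 and -5.25 on slide 1, and the gene passed without these 2 arrays.

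Cdhr2 fell by 5.71 ± 1.29 (log2, SE) and Basp1 fell by 5.64 ± 0.997. Nog, a secreted inhibitor of bone morphogenetic proteins, fell by 5.39 ± 1.005. Dock4 fell by 5.38 ± 0.97 and Pabpc5 fell by 5.28 ± 1.18. Nog differed by -2.78 on slide 1 and by -8.34 on slide 2. Basp1 differed by -3.55 and -7.73 on the same slides. Bmf and Nog were well above background on 3 of 5 PBS-treated arrays, Basp1 on 4, Dock4 on 2 and Pabpc5 on 1. Without control replicates 3 and 4, Cdhr2 and Pabpc5 did not pass (adjusted p = 0.0632 and 0.0508, the highest over their alternatives, the lowest being 0.00074 and 0.000388).

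**Figure D1:**
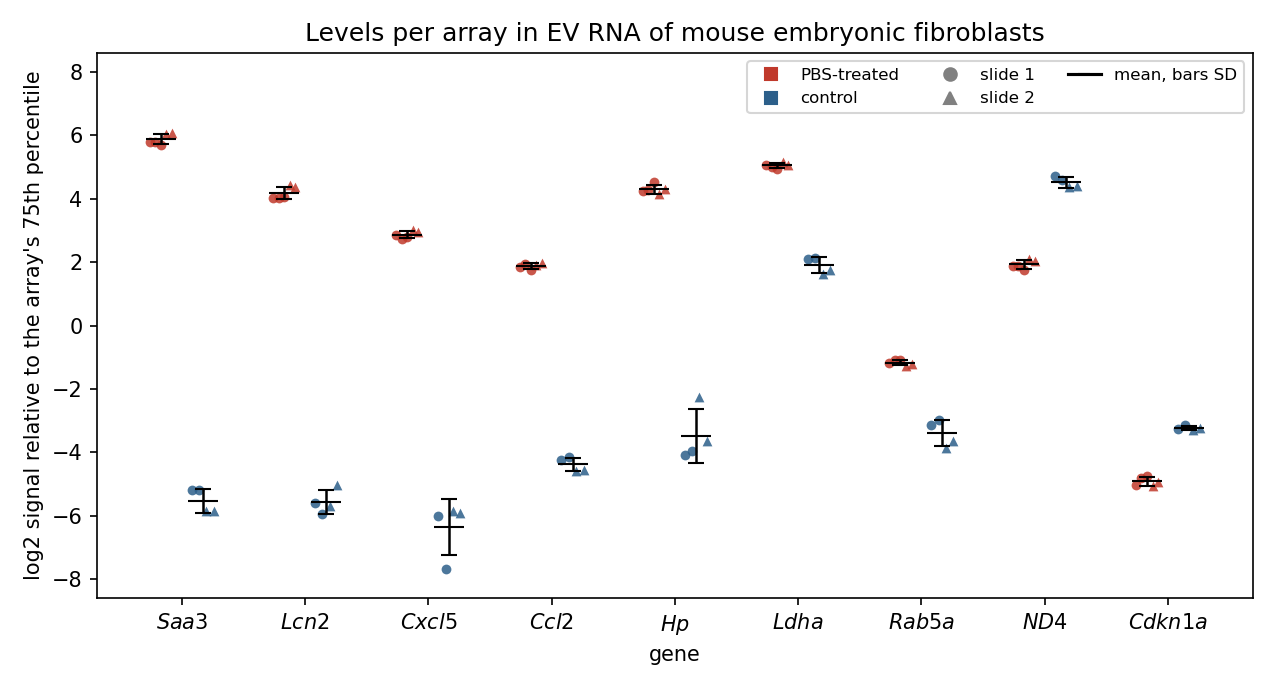
Log2 signal relative to the array's 75th percentile (vertical axis) for 9 genes (horizontal axis), with 1 point per array, circles for slide 1, triangles for slide 2, and the mean ± SD of each group as bars. The 5 PBS-treated arrays lie above the 4 control arrays for Saa3, Lcn2, Cxcl5, Ccl2, Hp, Ldha and Rab5a and below them for ND4 and Cdkn1a.

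Across the transcriptome, 7477 of 14319 genes tested changed (limma, Benjamini-Hochberg), 4513 higher and 2964 lower in PBS-treated EVs. Of these, 4999 changed at least 2-fold, 2925 higher and 2074 lower. The 2 groups did not overlap for 47.0% of genes tested, where chance gives 1.59%. The median SD between replicates was 0.28 (log2) in PBS-treated and 0.43 in control EVs. With slide as a block 9975 genes changed, 5067 higher and 4908 lower, among them all 7477, and all 7477 had the same sign on slide 1 alone (8909 changed) and slide 2 alone (9129 changed). The share of changed genes that were higher, 60.4%, depended on the scaling and on the background correction. It was 93.0% with spike-in scaling and 72.3% with the percentile over all probes. Their medians over all genes were 1.29 and 0.39 (log2) against -0.02. With normexp, which changes the background correction, and the same percentile of detected probes it was 28.8%, with a median of -0.51.

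Dim genes limit the falls. The 30186 probes well above background on no array had a median difference of -1.34 (log2) after scaling. Before scaling, the 75th percentile over probes detected everywhere was lower on control arrays, at a mean of 675 against 1473. In all, 1407 of the 2964 lower genes fell by less than that shift of -1.34 and 1557 by more. Of the lower genes, 1977 were well above background on all 9 arrays. Spike-in scaling adds 1.31 (log2) to each difference, so any fall smaller than that, in a single gene or in a list, is a value above 0 there. Of the falls named here, those of Cd82, Cflar and Col6a1 did not pass with spike-in scaling, nor did they with the percentile over all probes, nor Rpl8, Rpl9, Rpl37, Timp2 and Itgam. The 3 Rpl genes did not pass in the authors' value table either, nor did Plk2, and Rab27b did not pass with the mean of a gene's probes. With normexp and the percentile of detected probes Hspa4l, S100a8, Fas and Casp6 were at 0.57, 0.31, 0.42 and 0.22 and did not pass (adjusted p = 0.0639, 0.34, 0.192 and 0.283, the highest over their alternatives, the lowest being 9.1e-07, 4.56e-06, 1.98e-06 and 1.24e-06).

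**Figure D2:**
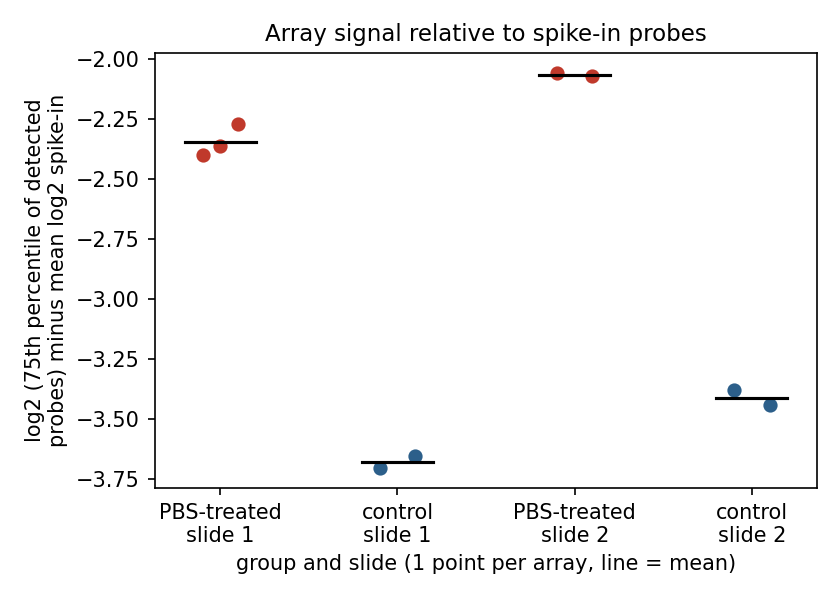
Log2 of each array's 75th percentile over probes detected everywhere minus its mean log2 spike-in signal (vertical axis) for the 2 groups on each slide (horizontal axis), with 1 point per array and the mean as a line. The mean was -2.23 over the 5 PBS-treated and -3.54 over the 4 control arrays, and the groups do not overlap on either slide.

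Of 27 gene lists fixed before the data were examined, 23 had enough members to test, and 11 shifted with camera's preset correlation, 9 up and 2 down (12 with slide as a block). With an estimated correlation only the inflammatory list passed. Of 100 splits of the arrays into 5 and 4, 27 gave at least 11 shifted lists, the real one included. The others of these 27 kept 4 or 2 PBS-treated arrays in the group of 5, so part of the real difference remained. That count therefore cannot decide whether chance explains the lists. With normexp and the percentile of detected probes, list medians were smaller. They were 0.57 for heat shock proteins, 0.98 for the oxidative stress (NRF2) list, 0.30 for EV biogenesis and 0.56 for the cell cycle. Members named because few of their list moved that way, and others said to be, were chosen after their values were seen.

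Inflammatory cytokines and NF-kB targets rose together. Of 20 members tested 17 rose, 0 fell and 3 did not pass (18 called when adjusted over the list alone), with a median of 2.29 (log2). Ccl5, a T cell chemokine, rose by 5.17 ± 0.12 (log2, SE), and Il6 and Ptgs2, a cytokine and a prostaglandin synthase chosen after their values were seen, were at least 10.9-fold and at least 5.05-fold higher. The list shifted up (camera adjusted p = 1.45e-07, and adjusted p = 0.0101 with an estimated correlation), with medians of 2.68 on slide 1 and 2.20 on slide 2. Its median was 2.24 with the 8 members that were not well above background on any control array at their bounds, and 0.57 with normexp and the percentile of detected probes. The markers of macrophages and other leukocytes, other cells that make these genes, moved apart. Of 7 tested, S100a8 (at least 3.4-fold) and Cd14 (2.21 log2) rose, Csf1r (-2.70) and Itgam (-1.30, but 0.01 with spike-in scaling) fell, and 3 did not pass (4 called when adjusted over the list alone, camera adjusted p = 0.802).

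Interferon-stimulated genes also rose. Of 26 tested 17 rose, 0 fell and 9 did not pass (17 adjusted over the list alone), with a median of 0.85 (log2, 0.79 and 0.99 on slides 1 and 2). The transcription factor gene Irf1 rose by 1.71 ± 0.17 and the immunoproteasome subunit gene Psmb9 by 1.56 ± 0.12 (log2, SE), while the antiviral GTPase gene Mx1 was at least 1.45-fold higher and had a value of -0.41 with normexp and the percentile of detected probes. The list's median was 0.14 with that scaling. Camera gave an adjusted p of 0.000533, and of 0.342 with an estimated correlation.

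Glycolysis and hypoxia genes were higher as a group. Of 26 tested 22 rose, 3 did not pass and P4ha2 fell (25 called when adjusted over the list alone), with a median of 2.02 (log2, 1.77 and 1.92 on slides 1 and 2). Bnip3, a mitophagy receptor induced by low oxygen, rose by 3.74 ± 0.15, the lactate dehydrogenase gene Ldha by 3.15 ± 0.14 and the phosphofructokinase gene Pfkl by 2.86 ± 0.18 (log2, SE). Hif1a, the oxygen-regulated transcription factor itself and chosen after its value was seen, was at least 21.6-fold higher. Pfkl was well above background on 2 of 4 control arrays, and the median was 1.83 with the 4 members not well above background on any control array at their bounds. It was 0.83 with normexp and the percentile of detected probes, 1.17 with normexp then quantile and 1.14 in the authors' value table. The list shifted up (camera adjusted p = 2.28e-07, and adjusted p = 0.0637 with an estimated correlation).

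Transcripts encoded by the mitochondrial genome went the other way. All 12 tested fell (12 adjusted over the list alone), with a median of -2.23 (log2, -2.59 and -2.03 on slides 1 and 2). The complex I subunit genes ND4, ND3 and ND5 fell by 2.59 ± 0.13, 3.17 ± 0.21 and 2.25 ± 0.16 (log2, SE), the first with its probe at 11370 to 11429 of the mitochondrial chromosome in mm9. The array annotation places the ND3 probe on chromosome 1 instead. Camera gave an adjusted p of 8.8e-08, and of 0.0637 with an estimated correlation. Nuclear-encoded oxidative phosphorylation genes shifted up instead, with 31 of 66 higher, 7 lower and 28 not passing (38 adjusted over the list alone, median 0.48, 0.35 and 0.52 on the slides). Ndufs1 rose by 2.06 ± 0.19, Uqcrb by 1.02 ± 0.11 and Atp5pb by 0.92 ± 0.10 (camera adjusted p = 0.00349, and 0.516 as the adjusted p with an estimated correlation). Without control replicates 3 and 4 the list no longer passed, at a median of 0.24.

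Cytoplasmic ribosomal protein genes were lower by a small step. Of 79 tested 37 fell, 41 did not pass and Rps27l, itself a p53 target, rose (38 adjusted over the list alone), with a median of -0.41 that turned to 0.90 with spike-in scaling, below the median of all genes there, and to 0.08 in the authors' value table. Rpl9, Rpl37 and Rpl8 fell by 1.18 ± 0.10, 1.17 ± 0.13 and 1.02 ± 0.11 (log2, SE), and with spike-in scaling their values were 0.13, 0.14 and 0.30. Camera gave an adjusted p of 1.28e-06, and of 0.315 with an estimated correlation, with medians of -0.50 and -0.35 on slides 1 and 2.

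EV biogenesis genes, which encode tetraspanins, the ESCRT machinery and Rab GTPases, were mostly higher. Of 36 tested 24 rose, 9 did not pass, and Cd82, Smpd3 and Cd81 fell (27 adjusted over the list alone, median 0.68, 0.54 and 0.86 on slides 1 and 2). The early endosome GTPase gene Rab5a rose by 2.23 ± 0.19 (log2, SE), and Rab27b, which acts in vesicle docking, was at least 1.91-fold higher but had a value of -0.37 with normexp and the percentile of detected probes. Vps4b, Sdcbp and Pdcd6ip, which act in vesicle budding and were chosen after their values were seen, rose by 2.35 ± 0.31, 2.36 ± 0.41 and 1.60 ± 0.17, each well above background on 2 of 4 control arrays. Camera gave an adjusted p of 0.00057, and of 0.411 with an estimated correlation.

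The tetraspanins used as vesicle markers gave different calls. Cd63 rose by 0.65 ± 0.12 (log2, SE, adjusted p = 0.00172), and did not pass at 1.05 with the percentile over all probes (adjusted p = 0.0744, over all alternatives 1.23e-06 to 0.0744). Cd9 differed by 0.53 ± 0.30 (adjusted p = 0.175), which did not pass, and passed at 0.75 without PBS-treated replicate 3 (adjusted p = 0.0206). The adjusted p of Cd9 over all alternatives ran from 0.000283 to 0.732, so a further alternative passed too. Cd81 fell by 0.43 ± 0.11 (adjusted p = 0.00843), but was 0.88 with spike-in scaling and did not pass with any of the 6 other scalings, and Cd82 fell by 1.60 ± 0.16.

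Stress genes rose in part. Of 19 genes tested on the oxidative stress (NRF2) list, 13 rose, 3 did not pass, and Cat, Ftl1 and Sod1 fell. When adjusted over the list alone 16 were called, and the median was 1.53 (1.33 and 1.72 on slides 1 and 2). Control of these genes by NRF2 was not tested. The mitochondrial superoxide dismutase gene Sod2 rose by 4.54 ± 0.23, the metallothionein gene Mt2 by 3.81 ± 0.19 and the heme oxygenase gene Hmox1 by 2.54 ± 0.19 (log2, SE, camera adjusted p = 0.00204, adjusted p = 0.411 with an estimated correlation). A second Hmox1 probe was at -0.37 and did not pass. Of 19 heat shock proteins and chaperones, 14 rose, 4 did not pass and Hsp90ab1 fell (15 adjusted over the list alone, median 0.95, 0.66 and 1.21 on the slides). Hspa4l rose by 1.61 ± 0.14, Dnaja1 by 1.46 ± 0.13 and Ahsa1 by 1.19 ± 0.11 (camera adjusted p = 0.00204, adjusted p = 0.464 with an estimated correlation).

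Cell cycle genes of S and G2/M phase shifted up, with 25 of 38 higher, 6 lower and 7 not passing (31 adjusted over the list alone, median 1.30, 0.94 and 1.54 on slides 1 and 2). The replicative helicase gene Mcm4 rose by 2.75 ± 0.23, the thymidine kinase gene Tk1 by 1.79 ± 0.11 and the cyclin gene Ccnb1 by 1.47 ± 0.12 (log2, SE), although a second probe of Ccnb1 changed the other way. Camera gave an adjusted p of 0.00296, and of 0.464 with an estimated correlation. Actin cytoskeleton and contractile genes had 16 of 32 higher, 13 not passing, and Tmsb4x, Tubb5 and Myh9 lower (19 adjusted over the list alone, median 0.50, 0.38 and 0.57 on the slides). Tubb6 rose by 2.22 ± 0.18, Actn4 by 1.68 ± 0.17 and Tuba1c by 1.37 ± 0.13. The actin list passed narrowly (camera adjusted p = 0.0443, adjusted p = 0.58 with an estimated correlation) and did not pass without PBS-treated replicate 2 (adjusted p = 0.0541), PBS-treated replicate 3 (0.0572), control replicate 3 (0.104), control replicate 4 (0.0853) or both of these control arrays (0.343).

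**Figure D3:**
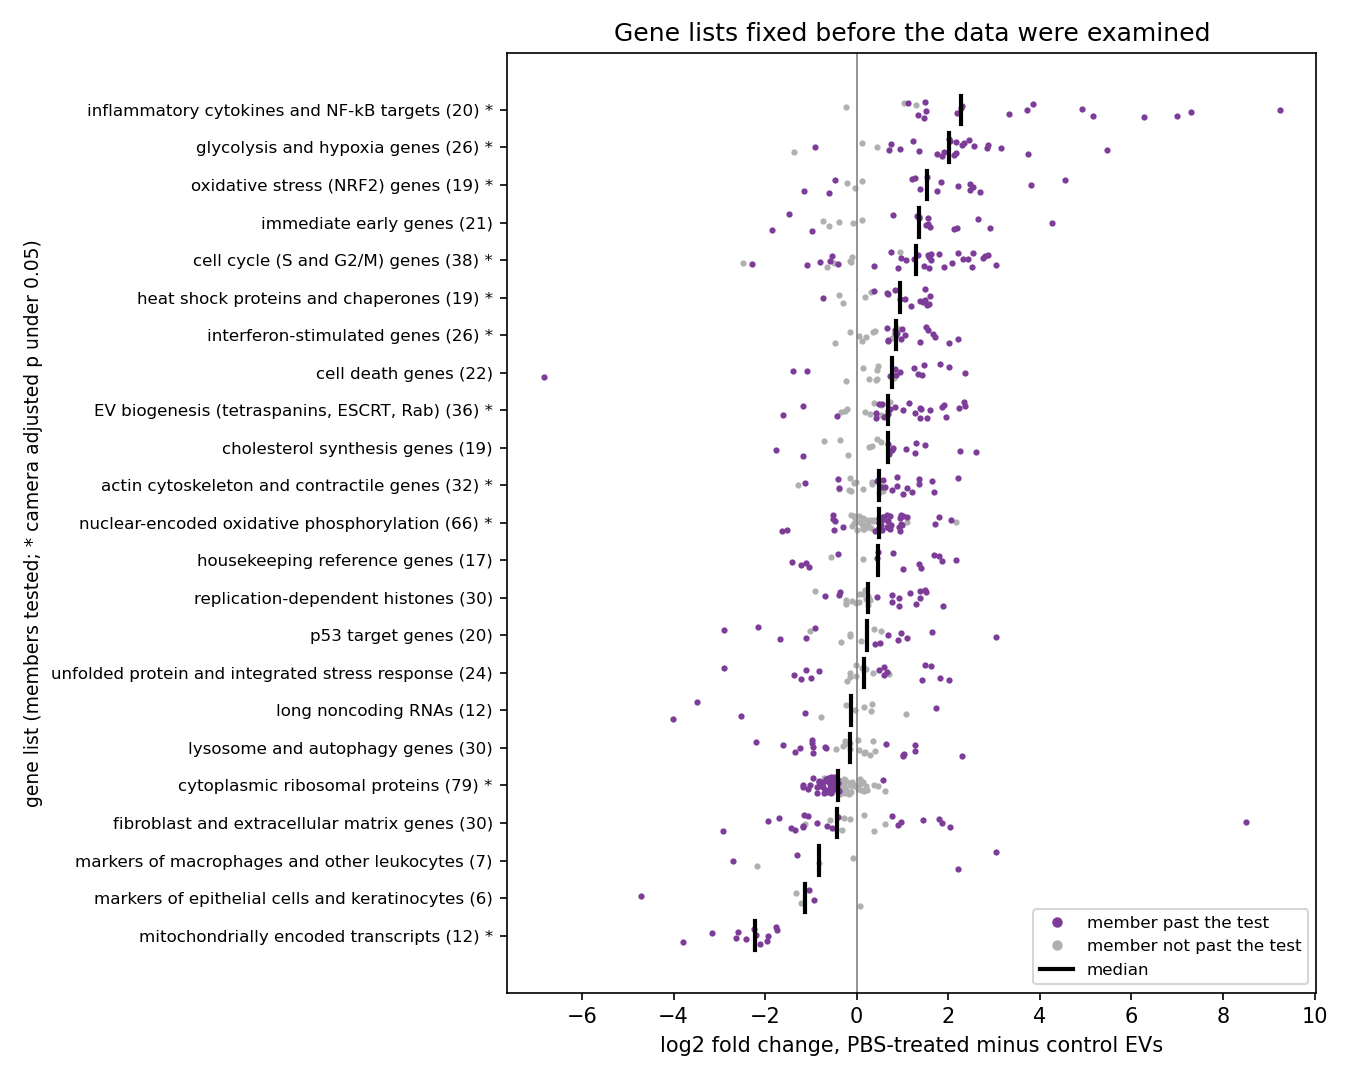
Log2 fold change of PBS-treated minus control EVs (horizontal axis) for each member of the 23 lists tested (vertical axis, with the number of members), purple where the member passed the test and grey where it did not, with a black bar at the list's median and a star where camera's adjusted p was under 0.05. The inflammatory list has the highest median, 2.29, and the mitochondrially encoded transcripts the lowest, -2.23, while the ribosomal median of -0.41 turned to 0.90 with spike-in scaling.

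Trp53 and Fcgr1 were named in advance whatever their values. Trp53, the mouse p53 gene, differed by 0.75 ± 0.17 (log2, SE, adjusted p = 0.00645) and was well above background on 2 of 4 control arrays, and its value was -0.505 with normexp and the percentile of detected probes. With spike-in scaling it passed, and with the other scalings it did not (adjusted p over all alternatives 2.12e-06 to 0.155). Its probe lies at chromosome 11, 69404204 to 69404263. The single probe of Fcgr1, which encodes CD64, was not well above background on any of the 9 arrays and was not tested.

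Targets of p53 moved both ways. Of 20 tested 8 rose, 5 fell and 7 did not pass (13 adjusted over the list alone), with a median of 0.23 (-0.49 with normexp and the percentile of detected probes), a mean of -0.01 and a camera adjusted p of 0.805. Fas, a death receptor well above background on 1 of 4 control arrays, rose by 3.03 ± 0.41, and the cell cycle inhibitor gene Cdkn1a fell by 1.69 ± 0.11 (log2, SE), as did Sesn2, Zmat3, Ei24 and Trp53inp1. Plk2, a kinase of the stress response, was at least 1.3-fold higher, with a value of -0.52 with normexp and the percentile of detected probes. Cell death genes had 11 of 22 higher, 8 not passing, and Bmf, Cflar and Diablo lower (15 adjusted over the list alone, camera adjusted p = 0.0984). The caspase gene Casp6, well above background on 2 of 4 control arrays, rose by 1.42 ± 0.20, and Cflar, an inhibitor of caspase activation, fell by 1.38 ± 0.16.

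Genes of the fibroblast itself were divided. Of 30 fibroblast and extracellular matrix genes 8 rose, 13 fell and 9 did not pass (21 adjusted over the list alone), with a median of -0.42, a mean of 0.01 and a camera adjusted p of 0.163. Col6a1, a collagen VI chain, fell by 1.43 ± 0.16, and Timp2, a metalloproteinase inhibitor, fell by 1.07 ± 0.10 but was 0.24 with spike-in scaling. A second Timp2 probe was at -0.01 and did not pass. Dcn, a small matrix proteoglycan chosen after its value was seen, rose by 2.03 ± 0.29. Among 17 housekeeping reference genes 10 rose, 2 did not pass and 5 fell, among them Eef2, Gusb, Eef1a1 and Tubb5 (16 adjusted over the list alone, camera adjusted p = 0.294). Pgk1 rose by 2.18 ± 0.16, Hprt by 1.87 ± 0.14, Gapdh by 1.36 ± 0.12 and Actb by 1.02 ± 0.16, so none of these 4 was a constant reference at this scaling. The array annotation places the Pgk1 probe on chromosome 3 and not on X, where the gene lies.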

Values the study reported

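The study reported more than 30-fold as many EVs from electroporated as from untreated MEFs.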

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

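Of the tests in this part, those of leukocyte RNA, of the scaling of the mitochondrial list, and of the signal over the spike-ins were chosen after the results were seen. Splits within the slides were added after the other results, with their bound set before their own result was seen. An array far from the others of its group was found in 14 of 204 groups tested (6.86%), where chance gives about 1 in 20, or 10.2 groups. PBS-treated replicate 3 accounted for 8 of these.

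Inflammatory genes such as Cxcl5 and Ccl2 were higher in PBS-treated EVs. RNA of leukocytes as the whole source is argued against, since Lyz2, Cd68, Laptm5, S100a9 and C1qa, abundant in such cells, were not well above background on any array, and 5 of 24 markers (Cd14, Cd3e, Fcer1g, Itgam and S100a8) were on all 5 PBS-treated arrays, narrowly under a bound of 6 set after the values were seen, although Cd14 and S100a8 rose. A difference between the slides is argued against too, with a lower within-slide median of 2.20 (log2) for the inflammatory list. The scaling of the processed signal is argued against for this list, because other scalings gave medians of 2.40 to 3.60, above the bound of 1 set in advance. Normexp then quantile, at 1.34, and the value table, at 1.27, were above it too. The background correction stays open as part of the size. Normexp with the percentile of detected probes keeps the scaling, and its median of 0.57 was above 0 but missed that bound. The test counted that setting as a scaling and so could not tell. The largest camera adjusted p over the settings was 0.000298. The PBS treatment itself may account for the rise and was not tested apart from other differences between the groups.

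Transcripts of the mitochondrial genome, ND4 among them, were lower in PBS-treated EVs. The scaling is argued against by a highest median over the scalings of -0.92 (log2), and a difference between the slides by a higher within-slide median of -2.03. Compression of bright spots cannot be told apart from a fall of these genes in part, because 181 genes of like control level had a median of -0.5094, just beyond the bound of -0.5 set in advance, with 95 of them lower and 16 higher. That median is far from the list's own -2.23. The treatment itself may contribute and was not tested.

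Signal relative to the spike-ins was 1.31 (log2) higher in PBS-treated than in control arrays, 2.48-fold (exact permutation p = 0.00794, n = 5 and 4), with the mean spike-in signal itself at a difference of -0.14 (p = 0.762). That spike-in difference was -0.44 on slide 1 and -0.0042 on slide 2. Lower spike-in signal on PBS-treated arrays is thus part of the difference on slide 1. A difference between the slides is argued against by differences of 1.34 and 1.35 within them. Lower local background on the PBS-treated arrays is argued against by a median background that was 3 units higher there on slide 1 and 5 on slide 2. The level of the median detected probe relative to the spike-ins differed by 1.37. This cannot test whether a few genes took most of the signal, because the 1.31 is already a percentile over 8422 probes and so a like measure. Unequal RNA or spike-in input may account for it, as may more RNA per preparation, and neither was tested.

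Other splits of the 9 arrays into 5 and 4 test whether chance grouped the arrays. Of 100 splits, only the real 1 gave as many changed genes (7477, highest other 2495) or higher genes (4513, highest other 1760). The same held for lower genes (2964, highest other 2336) and genes changed at least 2-fold (4999, highest other 2399). Chance placement of single arrays can thus be excluded for these counts in fits without a slide term. Arrays of the same slide and group correlated at r = 0.966 to 0.993, against 0.807 to 0.885 across the slides within a group. The labels do not say that they came from separate cultures, so a chance difference between preparations is not excluded. For the 11 shifted lists these splits cannot decide, although 27 of 100 gave as many and the highest other gave 14. Each other split with at least 11 lists kept 4 or 2 PBS-treated arrays in the group of 5, so part of the real difference remained. Splits that kept 3 gave at most 5 lists. The split that follows the slide gave 2495 changed genes, 159 higher and 2336 lower, and 5 lists, which points to a structure of the arrays by slide. Of 60 splits that keep each slide's group sizes, fitted with slide as a block, again only the real 1 gave as many changed genes (9975, highest other 6187), higher genes (5067, 3034), lower genes (4908, 3358) or genes changed at least 2-fold (6306, 4434). For lists 13 of 60 gave at least the real 12, with 13 as the highest other. The others of these kept 4, 2 or 1 PBS-treated arrays in the group of 5, and splits that kept 3 gave at most 1 list. Part of the real difference remained here too, so the count cannot decide about chance.

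On PBS-treated replicate 3 the log2 level of Cebpd was 2.13 against 3.09 to 3.22 on the other 4 arrays of its group. Eif4ebp2 was at -1.76 there against -2.39 to -2.21. Hspa4l was at -2.75 against -2.35 to -2.22, and Sod2 at 3.21 against 3.92 to 3.96. Hmox1 was at 0.84 against 0.07 to 0.18, and Hprt at 0.26 against 0.41 to 0.43. Cd81 was at -0.86 against -0.70 to -0.64, and Actb at 4.32 against 4.71 to 4.82.

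On PBS-treated replicate 4 the log2 level of Pabpc5 was -4.12 against -8.18 to -7.60, that of Krt19 -6.70 against -6.04 to -5.82, and that of Snap25 -0.41 against values no higher than -0.86. On PBS-treated replicate 5 Cd63 was at 1.44 against 1.74 to 1.81, and the 100 brightest probes held 39.5% of the signal against 22.4% to 25.1%. On control replicate 2 Cxcl5 was at -7.69 against -6.00 to -5.85.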

How the results depend on the processing

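Spike-in scaling and the fit without control replicates 3 and 4 were chosen after seeing the data. Without each array in turn, 6658 to 7370 genes changed, 4068 to 4525 higher and 2586 to 2921 lower, 4593 to 5191 at least 2-fold, 10 to 12 lists shifted, and the difference in probes well above background was 3476.2 to 4466.2. The 97 named genes had 2872 alternative values, of which 2762 kept the call, 83 lost it, 12 gained it and 15 turned direction, counting only turns where the value passed before or after, and 63 genes kept the call throughout without such a turn. Acta1 and Tnnc1, which did not pass, changed sign too, the first with spike-in scaling and the second with normexp and the percentile of detected probes. Of 23 list medians, 10 changed sign with at least 1 of 7 other scalings or background corrections, among the shifted lists only the ribosomal one. The p53, unfolded protein, immediate early and cell death lists had their lowest medians with normexp and the percentile of detected probes. These were -0.49, -0.10, -0.03 and -0.0032. That setting keeps the main scaling and changes only the background correction. After normexp the scaling mattered too. Over all genes, the median was 0.10 with normexp then quantile and -0.51 with normexp and the percentile of detected probes. These list medians below 0 therefore cannot be assigned to the background correction alone. Signal over background limits what dim genes can show. Without control replicates 3 and 4 together 7136 genes changed and 9 lists shifted.

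The percentile over all probes gave 4883 changed and 1354 lower genes. Normexp then quantile gave 1893 lower and 2447 at least 2-fold, and the authors' value table gave 1889 lower and 2247 at least 2-fold. Normexp with the percentile of detected probes gave 1885 higher, 4656 lower and 3285 at least 2-fold, and spike-in scaling 8972, 671 and 8348. No filter on dim probes gave 5272 lower and 7662 at least 2-fold (40.6% of changed genes higher), which adds dim probes to the test, and probes detected on all 9 arrays gave 4507 changed, 2374 higher and 2423 at least 2-fold, with fewer genes tested. Slide as a block gave 4908 lower, and slide 1 alone 4488. Lists shifted numbered 1 with an estimated correlation, 19 with fry and 23 with fry for mixed directions, which do not compare a list with other genes. The difference in probes well above background was 2447.3 on slide 1 and 5519 on slide 2. The methods' t-test called 8044 genes unadjusted and 7219 after Benjamini-Hochberg adjustment. The replicate block gave 7443 genes, and deviations of same-numbered arrays correlated across genes at 0.70, 0.73, -0.54 and 0.74 for numbers 1 to 4. Of these, 3 of 4 correlated best with their own number, a hint from the data and not the design, and number 3 spans both slides.

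With normexp and the percentile of detected probes, log2 differences became -0.5165 for Plk2, -0.4093 for Mx1, -0.3698 for Rab27b and -0.505 for Trp53. With spike-in scaling, which adds 1.3124 to each difference, they became 0.1943 for Phgdh, 0.132 for Rpl9, 0.2954 for Rpl8, 0.139 for Rpl37, 0.2428 for Timp2, 0.1732 for Neat1, 0.0143 for Itgam, 0.2668 for Trp63, 0.3841 for Krt19 and 0.8778 for Cd81, and 0.9038 for the ribosomal median, which was 0.0758 in the value table. With the mean of a gene's probes Trp63 was 0.9039. Except where given, the cause was not tested.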

Other observations

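Markers of other cell types that an EV preparation could hold were tested too. Of 4 endothelial markers tested 3 fell and 1 did not pass (3 adjusted over the list alone). The transcription factor gene Erg fell by 2.79 ± 0.20 (log2, SE), the growth factor receptor gene Kdr fell by 1.43 ± 0.23, and the adhesion molecule gene Pecam1, well above background on 1 of 5 PBS-treated arrays, fell by 1.81 ± 0.67. Of 6 epithelial markers 3 fell, Sfn by 4.71 ± 1.36, Trp63 by 1.05 ± 0.21 and Krt19 by 0.93 ± 0.28, and 3 did not pass (3 adjusted over the list alone, median -1.13, camera adjusted p = 0.114), although with spike-in scaling Trp63 and Krt19 had values of 0.27 and 0.38. A second Trp63 probe changed the other way, at 2.85. Sfn was well above background on 2 of 5 PBS-treated arrays and Krt19 on 3. Mbp and Tnni2, named next, were well above background on 2 of them each. Of 4 neural and glial markers 1 rose, 2 fell, Snap25 by 1.70 ± 0.18 and Mbp by 2.20 ± 0.75, and 1 did not pass (3 adjusted over the list alone). Of 4 muscle markers the troponin gene Tnni2 fell by 3.16 ± 0.31 and 3 did not pass (1 adjusted over the list alone), with Acta1 at -0.88 and Tnnc1 at 0.30. The 1 erythroid marker tested, Epor, was at -0.50 and did not pass (0 adjusted over the list alone).

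Classes of features on the array were compared too. Of 42 olfactory receptor genes 0 rose and 7 fell, with a median of -1.77 (log2, -1.23 and -1.34 on slides 1 and 2, camera p = 0.00454, and p = 0.558 with an estimated correlation). Of 1604 noncoding intervals 123 rose and 339 fell, with a median of -1.28 (-0.95 and -1.06 on the slides, camera p = 6.91e-07, and p = 0.386 with an estimated correlation). Of 9768 genes with other ordinary symbols 3797 rose and 1976 fell, with a median of 0.27 (0.17 and 0.37 on the slides, camera p = 1.84e-05, and p = 0.117 with an estimated correlation), and of 2905 other accessions, clones and predicted genes 593 rose and 642 fell, with a median of -0.35 (-0.33 and -0.31 on the slides, camera p = 0.0135, and p = 0.0381 with an estimated correlation). The probes well above background on no array had a median of -1.34. These classes were chosen after the data were seen.

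Several of the marker calls were marginal, and leaving out 1 array ended them while the difference stayed of like size. Pecam1 and Mbp did not pass without PBS-treated replicate 1, 2 or 3 or control replicate 3 or 4 (log2 -1.65 to -1.45 and adjusted p 0.0975 to 0.128 for Pecam1, -1.98 to -1.86 and 0.0775 to 0.0995 for Mbp), and both passed with slide as a block. Krt19 did not pass without control replicate 1, 2 or 4 (-0.87 to -0.80, adjusted p 0.0571 to 0.0601), nor Sfn without control replicate 3 or 4 (-3.90 and -4.005, adjusted p 0.051 and 0.0535). Acta1 passed without PBS-treated replicate 3 (0.0352) or control replicate 3 (0.0104), and with slide as a block (0.0382). Its adjusted p over all alternatives ran from 0.00682 to 0.934, so a further alternative passed too. With spike-in scaling Kdr, Snap25, Pecam1, Mbp and Sfn did not pass. With the percentile over all probes Kdr and Trp63 did not, nor did Ctsd, Phgdh and Neat1, named below. Krt19 passed with normexp and the percentile of detected probes, and with none of the other alternative scalings.

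Immediate early genes had 13 of 21 higher, 5 not passing, and Ccn1, Ccn2 and Srf lower (16 adjusted over the list alone, median 1.36, 1.19 with 4 members at their bounds and -0.03 with normexp and the percentile of detected probes, camera adjusted p = 0.105). Ier3 was at least 8.11-fold and Klf2 at least 4.27-fold higher, though Klf2 did not pass with that scaling, and the phosphatase gene Dusp6, well above background on 2 of 4 control arrays, rose by 2.91 ± 0.29 (log2, SE). Of 24 genes of the unfolded protein and integrated stress responses 9 rose, 6 fell and 9 did not pass (15 adjusted over the list alone, median 0.16 and -0.10 with that scaling, camera adjusted p = 0.798). Chac1 rose by 1.83 ± 0.17, Xbp1 by 1.501 ± 0.15, and the serine synthesis gene Phgdh fell by 1.12 ± 0.10 (0.19 with spike-in scaling). Of 19 cholesterol synthesis genes 10 rose, 2 fell and 7 did not pass (13 adjusted over the list alone, median 0.68 and 0.07 with that scaling, camera adjusted p = 0.0579). Hmgcs1 rose by 2.60 ± 0.15 and Idi1 by 2.26 ± 0.15, and the list passed without PBS-treated replicate 4 (0.0442) or 5 (0.0427) or control replicate 1 (0.04999) or 2 (0.0476).

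Replication-dependent histone genes had 12 of 30 higher, 15 not passing, and H3c3, H3c7 and H4c3 lower (15 adjusted over the list alone, median 0.25, camera adjusted p = 0.0678), and the list passed with slide as a block (adjusted p = 0.0462) and with each of 7 other scalings, but not with an estimated correlation (adjusted p = 0.33). H1f2 rose by 1.88 ± 0.12, H4c4 by 1.39 ± 0.11 and H4c12 by 1.16 ± 0.09 (log2, SE). Of 30 lysosome and autophagy genes 7 rose, 10 fell and 13 did not pass (17 adjusted over the list alone, median -0.15, 0.16 on slide 2, camera adjusted p = 0.262). Psap fell by 2.19 ± 0.22 and the protease gene Ctsd by 1.34 ± 0.12, which did not pass with spike-in scaling, while Ctsl rose by 1.26 ± 0.14. Of 12 long noncoding RNAs Snhg1 rose, Airn, Terc, H19 and Neat1 fell, and 7 did not pass (5 adjusted over the list alone, median -0.14, camera adjusted p = 0.316). Airn fell by 4.01 ± 0.59, H19, well above background on 2 of 5 PBS-treated arrays, by 2.54 ± 0.38 and Neat1 by 1.14 ± 0.13, the last at 0.17 with spike-in scaling.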
